A study of Homo sapiens with 20 samples. Its data were reported in "A pan-cancer transcriptome analysis identifies replication fork and innate immunity genes as modifiers of response to the CHK1 inhibitor prexasertib" (2020).

How the data were processed

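Total RNA from cultured tumour cells was labelled with biotin and hybridized to Affymetrix Clariom S human arrays, which measure the transcripts of each gene with 1 transcript cluster of probes. The 20 arrays formed 6 groups: 3 parental and 3 resistant arrays of NCI-H520, 3 parental and 3 resistant arrays of SJCRH30, and 3 parental and 5 resistant arrays of Rh41. The labels call the arrays of a group biological replicates. Each group of NCI-H520 and SJCRH30 arrays comes from a single parental or resistant line, so its spread is that between cultures of a line and not that between independently selected lines. The parental SJCRH30 line was grown out of a sensitive xenograft and its resistant partner out of a resistant xenograft, so the members of that pair differ in the tumour they came from as well as in resistance. The paper also describes sub-culture of the SJCRH30 lines with prexasertib. It does not state whether the resistant cultures of any line held the drug when RNA was taken. Direct effects of the drug can therefore not be told apart from resistance.

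The deposited values are log2 RMA values, which the authors computed from the array intensities with quantile normalization; the version of the RMA software was not given in the sources used here, and nothing was normalized again before the tests. The sorted values of the 8 Rh41 arrays were equal within 0.01, as were the sorted values of the other 12 arrays, but these sets of values differed. The standard deviation was 1.99 in the Rh41 arrays and 2.99 in the others, the interquartile range 2.90 and 4.57, the median 5.97 and 6.05, and the highest value 13.1 and 19.4. The Rh41 arrays were therefore normalized apart from the other lines on a scale narrower by a ratio of 1.50 in standard deviation, and the size of a log2 change or a level in Rh41 cannot be set beside that in another line. Whether the Rh41 values were compressed or the others stretched is not given in the sources used here, so folds and fold thresholds refer to the deposited values of each line. The precision of array values is limited by the number of arrays; low signal was judged only by a mean log2 value under 5, which held for 6324 named clusters in NCI-H520, 6380 in SJCRH30 and 5449 in Rh41, and these clusters were kept.

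Of 21448 transcript clusters, 17709 carried exactly 1 gene symbol and were tested, with 17687 distinct symbols. Of these symbols, 20 had more than 1 cluster, and each cluster was tested by itself. The other 3739 clusters, with no symbol or with several, were left out of the main tests. Each line was fitted alone with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, resistant minus parental, two-sided), with Benjamini-Hochberg adjustment over all clusters tested. A cluster passed the threshold, and is said to have risen or fallen, at an adjusted p under 0.05 and a change of more than 1.5-fold. Errors of log2 changes are the moderated standard errors (SE) of that fit. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

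The tests, thresholds, rule for named genes, gene lists and most alternatives were fixed before the data were examined; those chosen later are named in the closing section. The 26 gene lists were written from general knowledge, but after the study and its supplementary tables had been read, so lists that overlap themes of the study are not independent evidence of their direction. The lists cover the replication fork, G1/S E2F regulators, G2/M and mitosis, the ATR-CHK1 checkpoint, DNA repair, interferon-stimulated genes, nucleic acid sensing, MHC class I presentation, NF-kB and TNF response, immune checkpoint ligands, mesenchymal, epithelial and squamous genes, skeletal muscle differentiation, PAX3-FOXO1 targets, neuroendocrine and neuronal genes, leukocyte, endothelial, and fibroblast and stroma genes, endogenous retroviral envelopes, cancer-testis genes, p53 targets, MYC targets and ribosome biogenesis, oxidative phosphorylation, hypoxia and glycolysis, and drug efflux and detoxification. Of 747 genes written, 685 were measured, each by its cluster of highest mean, and 10 genes stood in more than 1 list. Lists were tested with limma camera at its preset correlation of 0.01, adjusted over the 26 lists and 3 lines together. Each was also tested with a correlation between genes estimated from the same arrays, and for every list called with the preset correlation that adjusted p was the highest among its alternatives. That test uses the residual degrees of freedom of the fit, which are few, so it loses calls for this reason too. A difference between lines was tested with camera on the difference of the contrasts in 1 fit of all 6 group means, adjusted over 78 list and line-pair combinations.

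Named genes were, in each line, the 8 largest rises and 8 largest falls among genes past the threshold whose resistant arrays all lay beyond all parental arrays; up to 2 rises and 2 falls past the threshold per list; a fixed panel of 35 genes, mostly of CHK1 biology, of which 33 were measured; and, among genes changed the same way in all 3 lines, the 8 rises and 8 falls whose smallest change of the 3 lines was largest. No sample's level of a Y-linked gene is given, and 1 gene that the rule would have named was left out for this reason. Shared calls were set against 10000 shuffles of each line's calls within 20 bins of expression. Neighbouring genes were ordered with RefSeq positions, which placed 17658 genes.

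In values simulated on these arrays, with 50 genes shifted at each size, 28% of 2-fold and 80% of 4-fold shifts were called in NCI-H520, 40% and 92% in SJCRH30, and 92% and 100% in Rh41. Only 200 of 17709 genes were shifted, fewer than changed in any real line, and the share called depends on that number. Camera called all 10 simulated lists shifted by 0.5 and 0 of 30 others in each line. The noise was drawn independently for each gene, so this does not test camera where the genes of a list vary together. The alternatives were median centring, quantile normalization within each line, a low-signal filter, 1 fit of all arrays, an intensity trend, 1 cluster per symbol, no fold threshold, a 2-fold threshold, other list tests (an estimated correlation, cameraPR and fry), lists without shared members, a replicate block, and leaving out each array in turn. Other splits of the same arrays were counted for each test across genes.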

Results

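Transcript levels were measured on 20 arrays of 3 human tumour cell lines, each as a parental line and as a line resistant to prexasertib, an inhibitor of the checkpoint kinase CHK1. NCI-H520 is a squamous cell carcinoma line of the lung, and SJCRH30 and Rh41 are lines of alveolar rhabdomyosarcoma, a childhood tumour with features of skeletal muscle. NCI-H520 and SJCRH30 had 3 parental and 3 resistant arrays each, and Rh41 had 3 parental and 5 resistant arrays. Array values give no count of molecules, so precision rests on the number of arrays. Across all clusters, arrays of the same group correlated at 0.983 or more, and parental with resistant arrays at 0.965 to 0.968 in NCI-H520, 0.971 to 0.976 in SJCRH30 and 0.964 to 0.976 in Rh41. The Rh41 values had been normalized apart from the others on a narrower scale, so that changes in Rh41 and in the other lines can be compared in direction and not in size. Which of these scales is nearer to true log2 ratios is not known, and the wider one, on which values reach 19.4, may have been stretched, so every log2 change and fold holds on the deposited scale alone. Of 314 named changes past the threshold, counted per gene and line, 56 had a group mean under log2 5 in 1 group, a level taken as low signal and not shown to lie above background, so their sizes are uncertain for this reason too. A further 11 had both means there.

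The first comparison asked which genes differed between NCI-H520 cells that had acquired resistance and their parental line. Resistant NCI-H520 cells had higher transcript levels of the machinery of DNA replication and cell division. In the G2/M and mitosis list 41 of 44 measured genes rose and 0 fell, with a median log2 change of 1.5004 (adjusted p = 5.43e-27, and 0.81 on the scale of the Rh41 arrays). In the replication fork list 37 of 47 rose and 0 fell, with a median log2 change of 1.45 (adjusted p = 7.20e-24, and adjusted p = 0.103 with an estimated correlation). Resistant cells also had higher levels of epithelial genes, of which 17 of 31 rose and 0 fell (median 0.87, adjusted p = 2.38e-08), and lower levels of mesenchymal genes, of which 13 of 30 fell and 2 rose (median -0.43, adjusted p = 0.000242, and adjusted p = 0.132 with an estimated correlation). For each of these lists the mean of all 3 resistant arrays lay beyond that of all 3 parental arrays. That also held for lists that were not called, such as the interferon-stimulated and nucleic acid sensing lists, so it does not set the called lists apart.

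Of 17709 named clusters, 1792 rose and 1753 fell in resistant NCI-H520 cells (3 parental and 3 resistant arrays), which is 20.02% of those tested; 59 of the rises and 61 of the falls exceeded 8-fold. Among the cell division genes, CKS2, a small subunit of cyclin-dependent kinases, rose by 3.56 on the log2 scale (SE 0.18), and KIF23, a kinesin needed for cytokinesis, rose by 2.25 (SE 0.20). At the replication fork, GINS2, a subunit of the replicative helicase, rose by 3.89 (SE 0.19) and PCNA, the sliding clamp of DNA polymerases, by 3.06 (SE 0.20). Of the G1/S E2F regulators 21 of 24 rose and 0 fell (median 1.36, adjusted p = 1.51e-15), led by the transcription factor E2F1 and cyclin E2 (CCNE2), each at 3.23 with SE 0.22 and 0.19. Of the ATR-CHK1 checkpoint genes 14 of 20 rose and 0 fell (median 1.16, adjusted p = 7.70e-07): CDC25A, a phosphatase that CHK1 restrains, rose by 2.45, CDK2 by 2.12, CHEK1, which encodes CHK1 itself, by 1.75 (SE 0.19), and WEE1, an inhibitory kinase of CDK1, by 1.57. ATR had a log2 change of -0.29 that did not pass the test. In the DNA repair list 22 of 37 rose and 2 fell (median 0.90, adjusted p = 1.35e-08, and adjusted p = 0.157 with an estimated correlation). EXO1, an exonuclease of mismatch repair and end resection, and XRCC2, a factor of homologous recombination, rose by 2.20 and 1.99, whereas the break-response genes RAD50 and ATM fell by 1.04 and 1.02. The rises adjusted over the list alone were 41 in G2/M, 38 at the fork, 21 among G1/S regulators, 14 in the checkpoint list and 24 in DNA repair.

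The epithelial rises included CEACAM5, a cell adhesion glycoprotein, at 5.95 (SE 0.19, adjusted p = 1.1e-08, with a parental mean of 4.35 at low signal), its relative CEACAM6 at 4.45, and CDH1, which encodes E-cadherin, at 3.20 (SE 0.24). The mesenchymal falls included vimentin (VIM), an intermediate filament, whose mean went from 9.96 to 4.39 (log2 change -5.57, SE 0.20, adjusted p = 1.94e-08), ZEB1, a repressor of E-cadherin, at -4.85, and fibronectin (FN1) at -4.54. The resistant means of VIM and ZEB1 were at low signal. S100A4 and SNAI1, the latter also a repressor of E-cadherin, moved against that list and rose by 1.37 and 1.26. The epithelial and mesenchymal counts adjusted over the list alone were 17 rises, and 13 falls with 2 rises. The largest rise of all was that of SBSPON, at 7.09 (SE 0.30, and 3.85 on the scale of the Rh41 arrays), followed by CALB1, a calcium-binding protein, at 6.11, CEACAM5, THEMIS at 5.90 (at low signal in parental cells) and DKK2, a modulator of Wnt signalling, at 5.60. The largest falls were those of CHGB, a secretory granule protein, at -8.07 (SE 0.23, and -4.28 on the scale of the Rh41 arrays), and SPP1, which encodes osteopontin, at -7.82, followed by TSPAN11, OPN3, IGFBP5 and RGS4 between -6.96 and -5.66, each of these 4 at low signal in resistant cells. SLFN11, a gene whose product blocks stressed replication forks, rose by 1.96, and CDKN1A, which encodes the inhibitor p21, fell by 1.96.

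The oxidative phosphorylation list was also called in NCI-H520, with 13 of 31 rising and 3 falling (15 and 4 adjusted over the list alone; median 0.35, adjusted p = 0.0242, and adjusted p = 0.646 with an estimated correlation). COX4I1, a subunit of cytochrome c oxidase, rose by 1.51 and ATP5F1A, the alpha subunit of ATP synthase, fell by 1.88. That call was lost without parental replicate 1 (median 0.30, adjusted p = 0.0828) and without resistant replicate 2 (median 0.31, adjusted p = 0.0658), against 0.00546 to 0.646 over all its alternatives. Interferon-stimulated genes did not pass as a list, with 7 of 50 rising and 5 falling (median 0.22, adjusted p = 0.188); OAS1 and SAMD9 rose by 3.37 and 2.72, and IFI27 and PARP14 fell by 1.76 and 1.26. In that list 7 rose and 6 fell adjusted over the list alone.

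**Figure D1:**
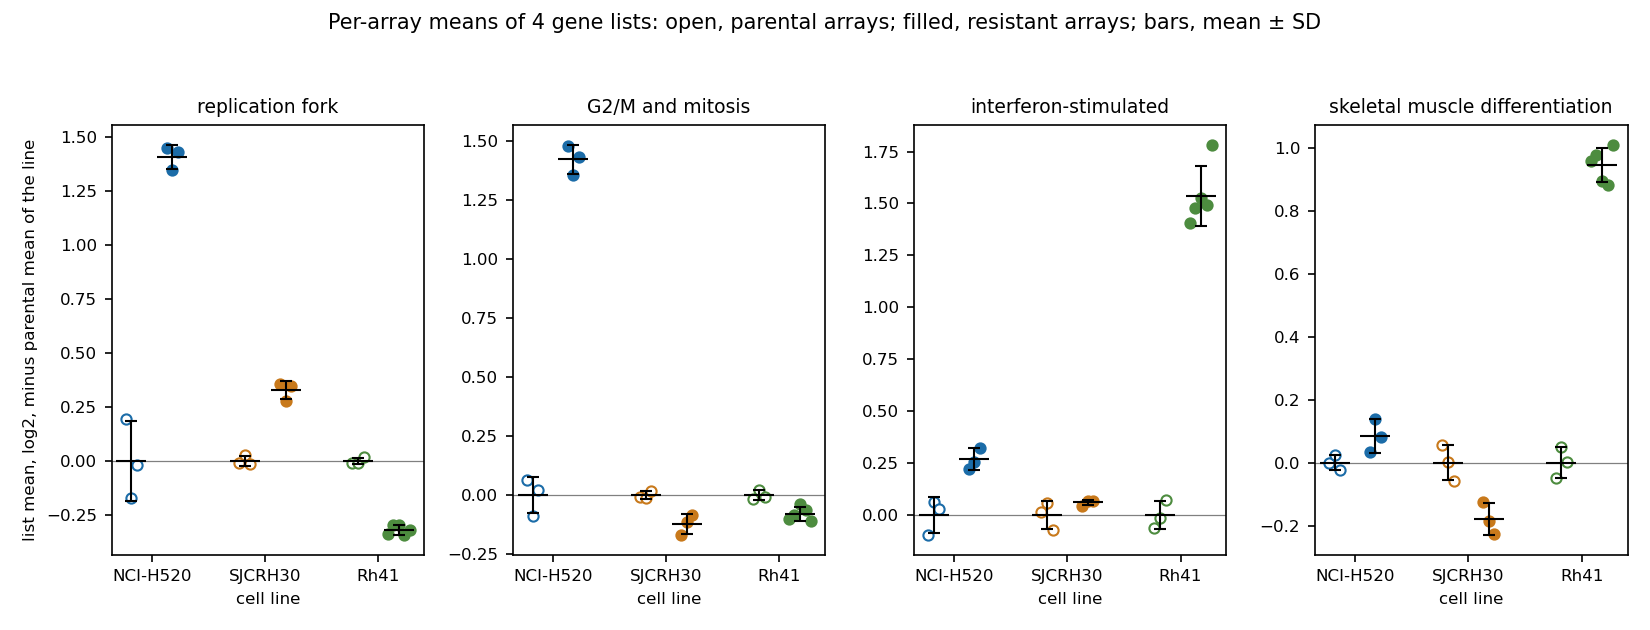
Per-array means of 4 gene lists (log2, minus the parental mean of the line) in NCI-H520, SJCRH30 and Rh41, with open circles for parental and filled circles for resistant arrays and black bars for the mean ± SD (n = 3, or 5 for Rh41 resistant arrays); the Rh41 values are on a narrower scale. Resistant means were 1.41 (NCI-H520), 0.33 (SJCRH30) and -0.32 (Rh41) for the replication fork, and 1.54 for interferon-stimulated genes in Rh41.

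The second comparison set the resistant SJCRH30 line, grown out of a resistant xenograft, against a line grown out of a sensitive xenograft. Resistant cells had far higher levels of NID1, which encodes the basement membrane protein nidogen-1, whose mean went from 2.87 to 11.1 (log2 change 8.19, SE 0.20, adjusted p = 6.88e-11). Its parental mean was at low signal, and on the scale of the Rh41 arrays the change was 6.30. The largest falls included a pair of genes of muscle proteins: SRL, a calcium-binding protein of the sarcoplasmic reticulum, at -7.64 (SE 0.23, adjusted p = 7.11e-10, with the resistant mean at low signal), and MYL4, an embryonic myosin light chain, at -6.82. Replication fork genes were higher, with 14 of 47 rising and 1 falling (median 0.36, adjusted p = 0.00360, and adjusted p = 0.248 with an estimated correlation), and hypoxia and glycolysis genes were lower, with 8 of 24 falling and 2 rising (median -0.50, adjusted p = 0.00118, and adjusted p = 0.157 with an estimated correlation). For each list called in SJCRH30 the mean of all 3 resistant arrays lay beyond that of all 3 parental arrays. The same was seen in lists that were not called, such as the G1/S E2F regulators and MHC class I presentation.

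In SJCRH30 1669 clusters rose and 1644 fell, 18.7% of those tested (3 parental and 3 resistant arrays), 21 and 31 of them by more than 8-fold. After NID1, the largest rises were those of LAPTM5, a lysosomal membrane protein best known from blood cells, at 6.92 (SE 0.23), ERVW-1, the retroviral envelope gene that encodes syncytin-1, at 5.997 (SE 0.28), ARMCX2 at 4.68, FHL2, a LIM-domain protein, at 4.49, and LGR5, a receptor for R-spondins, at 4.42 (at low signal in parental cells). Below SRL, the largest falls were those of PCP4 at -7.17, MYL4, and DCX, a microtubule-binding protein of migrating neurons, at -6.29. The skeletal muscle differentiation list did not pass, with 6 of 35 rising and 6 falling (7 and 6 adjusted over the list alone, median 0.08, mean -0.18, adjusted p = 0.857, against 0.0188 to 0.984 over its alternatives). CAV3, the muscle caveolin, fell by 2.40, while KLHL41 and ENO3, the muscle enolase, rose by 1.68 and 1.45.

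At the fork, RPA1, a subunit of the single-strand DNA binding complex RPA, rose by 1.58 (SE 0.21) and MCM6, a helicase subunit, by 1.40 (SE 0.20), and RFC1, the large subunit of the clamp loader, fell by 1.13. In the DNA repair list 10 of 37 rose and 1 fell (median 0.17, adjusted p = 0.0145, and adjusted p = 0.206 with an estimated correlation), among them the helicase WRN at 1.60 and the nuclease DCLRE1B at 1.31. CHEK1 rose by 0.71 (SE 0.18, adjusted p = 0.0149), a call lost without parental replicate 2 (log2 change 0.67) or without resistant replicate 3 (0.66). The G2/M and mitosis list did not pass, with 6 of 44 rising and 12 falling (median -0.08, adjusted p = 0.370): NUF2, a kinetochore component, rose by 1.49, and KIF20A, a mitotic kinesin, and PTTG1, the securin, fell by 1.56 and 1.41. The G1/S E2F regulators, with 3 rising and 6 falling (median 0.03, mean -0.14, adjusted p = 0.543, against 0.0188 to 0.667 over its alternatives), did not pass either. Nor did the ATR-CHK1 checkpoint genes, with 1 rising and 5 falling (median -0.21, adjusted p = 0.202, against 0.000936 to 0.492). MYBL2 and CHAF1B fell by 1.44 and 1.38. Rises and falls adjusted over the list alone were 14 and 1 at the fork, 11 and 2 in DNA repair, 7 and 13 in G2/M, 3 and 6 among G1/S regulators, and 1 and 5 in the checkpoint list.

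In the hypoxia and glycolysis list of SJCRH30, BNIP3, a mitochondrial outer membrane protein, fell by 2.65 and PGAM1, a glycolytic mutase, fell by 2.04, and EGLN3 and PFKP rose by 1.45 and 1.15. Oxidative phosphorylation genes were lower, with 11 of 31 falling and 2 rising (median -0.14, adjusted p = 0.00380, and adjusted p = 0.292 with an estimated correlation); NDUFA2 and NDUFA1, subunits of complex I, fell by 2.08 and 1.86, and SDHC, a subunit of complex II, rose by 0.95. The mesenchymal list was called as higher, with 9 of 30 rising and 2 falling (median 0.13, mean 0.59, adjusted p = 0.0394, and adjusted p = 0.432 with an estimated correlation), led by NID1 and FN1, the latter at 2.88 (SE 0.20). The mesenchymal call was lost without parental replicate 2 (median 0.11, adjusted p = 0.0820), parental replicate 3 (0.10, adjusted p = 0.0537) or resistant replicate 1 (0.14, adjusted p = 0.0532), against 1.25e-06 to 0.432 over its alternatives. Adjusted over the list alone, 10 fell and 2 rose in the hypoxia list, 12 fell and 2 rose in the oxidative phosphorylation list, and 9 rose and 2 fell in the mesenchymal list. Interferon-stimulated genes did not pass, with 7 of 50 rising and 5 falling (7 and 7 adjusted over the list alone; median 0.03, adjusted p = 0.697): IFI44 and IFI44L rose by 2.54 and 2.39, and BST2 and HERC5 fell by 2.60 and 1.73.

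The third comparison set 5 resistant arrays of Rh41 against 3 parental arrays. Resistant Rh41 cells had higher levels of interferon-stimulated genes, of which 34 of 50 rose and 0 fell (median log2 change 1.31, adjusted p = 1.84e-24, and adjusted p = 0.0735 with an estimated correlation). They also had higher levels of skeletal muscle differentiation genes, of which 17 of 35 rose and 1 fell (median 0.59, adjusted p = 6.93e-14). Replication fork genes were lower, with 8 of 47 falling and 0 rising (median -0.31, adjusted p = 2.57e-08), and so were targets of PAX3-FOXO1, the fusion transcription factor of alveolar rhabdomyosarcoma, of which 11 of 25 fell and 3 rose (median -0.52, adjusted p = 4.31e-06). For each list called in Rh41 the mean of all 5 resistant arrays lay beyond that of all 3 parental arrays. The same was seen in lists that were not called, such as G2/M and mitosis and the MYC targets.

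In Rh41 1008 clusters rose and 546 fell, 8.78% of those tested, 29 and 0 of them by more than 8-fold. With an adjusted p alone the counts were 2001 and 1628, so many changes in Rh41 passed on p and lay under 1.5-fold on its scale. IFI44L rose by 4.99 (SE 0.25, adjusted p = 3.19e-07), IFIT1, a sensor of foreign RNA, by 4.49 (SE 0.20) and SAMD9 by 4.14 (SE 0.26), all from parental means at low signal. Of the MHC class I presentation genes 9 of 18 rose and 0 fell (median 0.43, adjusted p = 2.61e-06, and adjusted p = 0.103 with an estimated correlation), led by the peptide transporter subunits TAP1 and TAP2 at 2.41 and 2.10. Of the immune checkpoint ligands 4 of 21 rose and 0 fell, and the list did not pass (median 0.06, adjusted p = 0.131, against 0.000492 to 0.265 over its alternatives, with calls gained under cameraPR at 0.0136 and fry at 0.000492); PDCD1LG2 and CD274, which encode the PD-1 ligands PD-L2 and PD-L1, rose by 4.15 (SE 0.15) and 1.66 (SE 0.22), PDCD1LG2 from a parental mean at low signal. The adaptor STING1 of cytosolic DNA sensing rose by 1.47 (SE 0.11, adjusted p = 5.79e-06).

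The nucleic acid sensing list of Rh41 had 5 of 26 rising and 2 falling (median 0.08, adjusted p = 0.0492, and adjusted p = 0.257 with an estimated correlation), led by SAMHD1, a nucleotide triphosphohydrolase, at 2.50 and the transcription factor IRF1 at 1.51. That call was lost without parental replicate 1 or 2 and without resistant replicate 2, 3, 4 or 5 (medians 0.06 to 0.12, adjusted p = 0.0502 to 0.0683), against 0.000794 to 0.257 over its alternatives. The NF-kB and TNF response list had 6 of 32 rising and 0 falling (median 0.02, adjusted p = 0.0276, and adjusted p = 0.452 with an estimated correlation); the cytokine genes CSF1 and IL32 rose by 3.45 and 3.19. It lost its call without parental replicate 3 (median 0.0024, adjusted p = 0.132) or resistant replicates 4 or 5 (0.03 and 0.0014, adjusted p = 0.0551 and 0.0552), against 4.63e-05 to 0.452 over its alternatives, and its median took the other sign without parental replicate 1 (-0.017) or resistant replicate 2 (-0.0021), where the test still called it higher. In counts adjusted over the list alone, 34 interferon-stimulated, 9 MHC class I, 4 checkpoint ligand and 6 NF-kB genes rose, and 5 nucleic acid sensing genes rose and 3 fell.

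Among the muscle genes, MYBPH, a myosin-binding protein, rose by 4.21 (SE 0.15) and TNNI1, the slow skeletal troponin I, by 3.63 (SE 0.10). The single fall was that of MYOD1, a master regulator of the myogenic lineage, at -0.62 (SE 0.11), which was not past the fold threshold without parental replicate 2 (-0.51). Outside that list MYL11, a fast skeletal myosin light chain, rose by 4.65, MAMDC2 by 4.92 (at low signal in parental cells) and TMSB4X, an actin-binding thymosin, by 4.35. The PAX3-FOXO1 target list had TFAP2B and POU4F1, both transcription factors, as its largest falls, at -1.39 and -1.27, and PODXL rose by 0.73. The largest falls in Rh41 were those of VGLL2, a cofactor of muscle development, at -2.35 (SE 0.13), NID1 at -2.32, ITGB8 at -2.23, GALNT14 at -2.22 and LGR5 at -2.19. Adjusted over the list alone, 18 muscle genes rose and 1 fell, and 3 PAX3-FOXO1 targets rose and 11 fell.

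Among the replication genes of Rh41, the flap endonuclease FEN1 fell by 1.22 (SE 0.09) and the fork protection factor TIMELESS by 0.96 (SE 0.12). Of the G1/S E2F regulators 6 of 24 fell and 1 rose (median -0.37, adjusted p = 3.61e-06), with CCNE2 at -1.13 and CCNA2, which encodes cyclin A2, at -0.88. In the DNA repair list 5 of 37 fell and 1 rose (median -0.22, adjusted p = 0.0145, and adjusted p = 0.157 with an estimated correlation); the helicases RECQL4 and WRN fell by 0.81 and 0.69. That call was lost without parental replicate 3 (median -0.21, adjusted p = 0.0550), against 0.000444 to 0.157 over its alternatives. The G2/M and mitosis list did not pass, with 2 of 44 rising and 1 falling (median -0.07, adjusted p = 0.288): KIF20A rose by 0.84 and MAD2L1, a spindle checkpoint protein, fell by 1.01. The ATR-CHK1 checkpoint list did not pass either, with 1 of 20 rising and 2 falling (median -0.16, adjusted p = 0.325, against 0.00443 to 0.943 over its alternatives). In it CHEK1 rose by 0.81 (SE 0.14, adjusted p = 0.00197), and CDK2 and TIMELESS fell, CDK2 by 0.88. Oxidative phosphorylation genes were called as higher by a small amount with 0 of 31 members past the threshold (median 0.16, adjusted p = 0.0145, and adjusted p = 0.527 with an estimated correlation), a call lost without parental replicate 1 (median 0.11, adjusted p = 0.135), against 0.00115 to 0.527 over its alternatives. Adjusted over the list alone, 8 fork genes fell, 6 G1/S regulators fell and 1 rose, 5 repair genes fell and 1 rose, 2 G2/M genes rose and 1 fell, 1 checkpoint gene rose and 2 fell, and 0 oxidative phosphorylation genes passed.

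**Figure D2:**
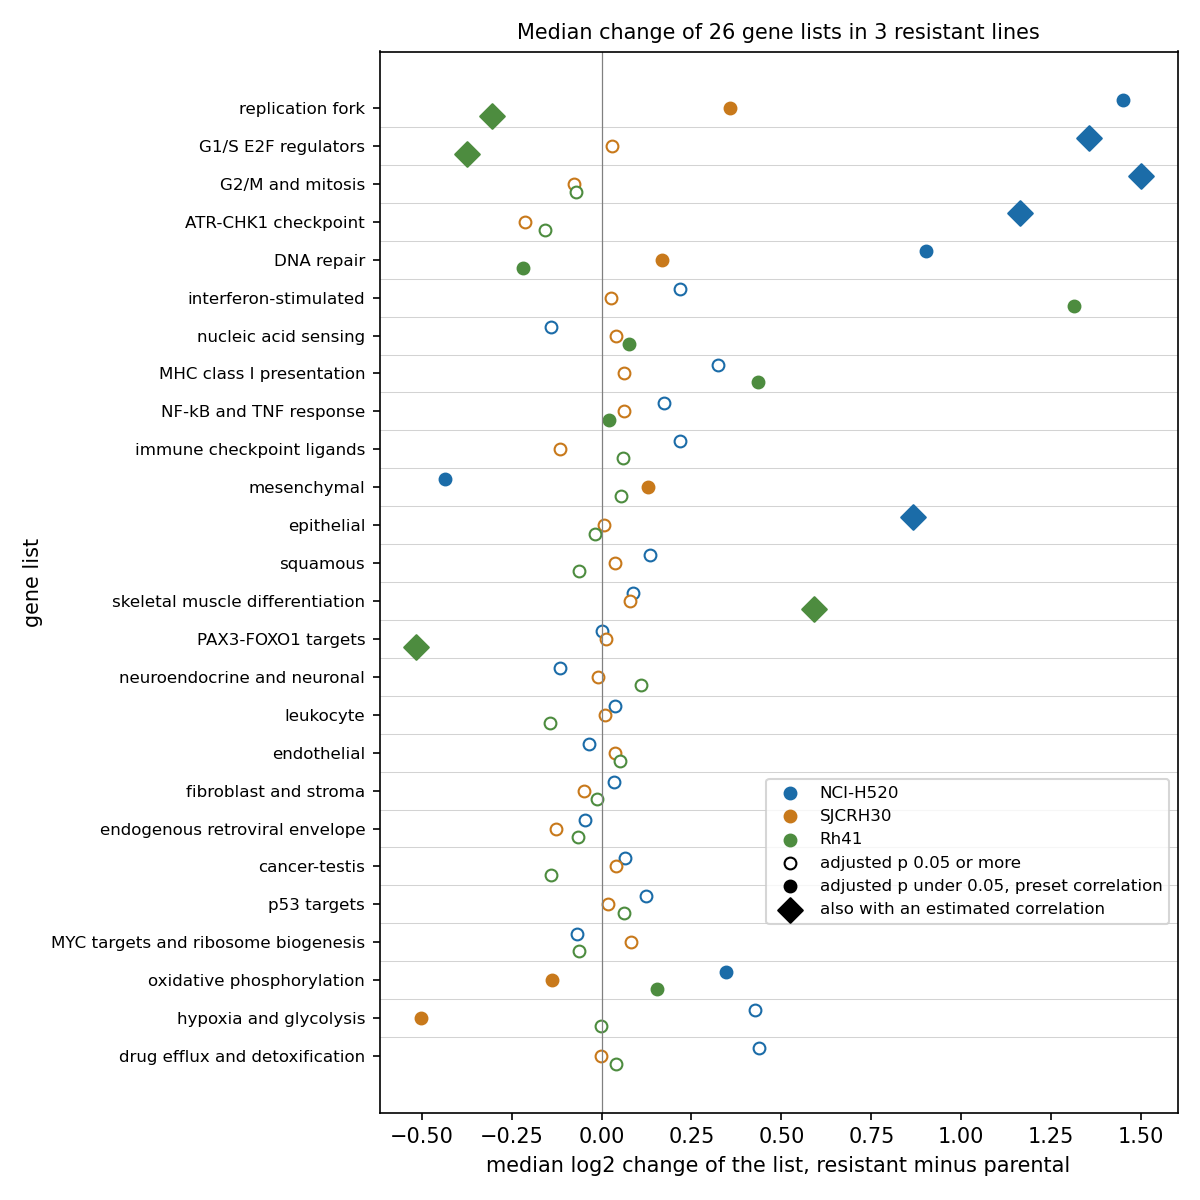
Median log2 change, resistant minus parental, of 26 gene lists in NCI-H520, SJCRH30 and Rh41; filled symbols mark an adjusted p under 0.05 with the preset correlation and diamonds those that also held with an estimated correlation. Replication fork medians were 1.45, 0.36 and -0.31, and interferon-stimulated medians 0.22, 0.03 and 1.31, with Rh41 on a narrower scale.

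With the preset correlation 8 lists were called in NCI-H520, 5 in SJCRH30 and 10 in Rh41. With an estimated correlation 4, 0 and 4 of them held: the G1/S, G2/M, ATR-CHK1 checkpoint and epithelial lists in NCI-H520, and the replication fork, G1/S, skeletal muscle and PAX3-FOXO1 lists in Rh41. That test has fewer residual degrees of freedom in NCI-H520 and SJCRH30 (3 and 3 arrays each) than in Rh41 (3 and 5). These counts therefore do not rank the lines. Of the 78 combinations of list and line, 6 that had not passed were called with cameraPR and 27 with fry.

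The last comparison asked what the resistant lines shared. CHEK1 rose in all 3 lines, by 1.75, 0.71 and 0.81 in NCI-H520, SJCRH30 and Rh41, with the SJCRH30 call resting on single arrays as given above, and ATR passed in none (-0.29, 0.31 and -0.20). Of the 33 measured panel genes, 21 rose and 4 fell in NCI-H520, 6 rose and 4 fell in SJCRH30, and 5 rose and 5 fell in Rh41. Across the array 32 clusters rose and 18 fell in all 3 lines, where shuffles of the calls among genes of like expression gave means of 15.3 (95% of shuffles from 8 to 23) and 9.67 (from 4 to 16); 0 and 97 of 10000 shuffles gave as many. In pairs of lines, calls in opposite directions exceeded the 95% range of the shuffles in some cases, as did calls in the same direction: 100 clusters rose in SJCRH30 and fell in Rh41 (shuffle mean 69.0, as many in 0 of 10000), 171 fell in SJCRH30 and rose in Rh41 (110, 0), 146 fell in NCI-H520 and rose in Rh41 (118, 35), 88 rose in NCI-H520 and fell in Rh41 (71.4, 190) and 259 fell in NCI-H520 and rose in SJCRH30 (222, 17), beside 183 that rose in SJCRH30 and Rh41 (114, 0), 159 that rose in NCI-H520 and Rh41 (116, 0), 83 that fell in SJCRH30 and Rh41 (67.2, 185) and 266 that fell in NCI-H520 and SJCRH30 (216, 2). Within that range lay the 248 that rose in NCI-H520 and SJCRH30 (228, 646), the 234 that rose in NCI-H520 and fell in SJCRH30 (223, 2055) and the 84 that fell in NCI-H520 and Rh41 (70.3, 433). The excess over the shuffles was therefore not one of shared direction alone. Shared rises included CASP8, which encodes the initiator caspase of death receptor signalling (1.36, 1.22 and 1.43), TMSB4X (1.27, 1.20 and 4.35), S100A16 (1.15, 3.85 and 2.82), SCN3B, a sodium channel subunit (1.43, 1.16 and 1.79), ATP1B1, a subunit of the sodium pump (0.97, 2.59 and 1.16), and TAGLN2 (1.24, 1.15 and 1.09). Shared falls included ID3, an inhibitor of basic helix-loop-helix factors (-1.10, -1.51 and -1.37), HUNK, a protein kinase (-1.55, -0.90 and -0.91), KLHL13 (-1.58, -1.56 and -0.77) and BCKDHA, a subunit of the branched-chain ketoacid dehydrogenase (-1.29, -1.31 and -0.78). Across all named genes the changes of any pair of lines were close to unrelated (Spearman -0.0038 for NCI-H520 and SJCRH30, -0.0007 for NCI-H520 and Rh41, and -0.0078 for SJCRH30 and Rh41; across genes, which are not independent replicates). With a 2-fold threshold 6 clusters rose and 1 fell in all 3 lines, and with the value scales of Rh41 and the other lines exchanged 8 rose and 3 fell. That exchange ended the calls of CHEK1 (0.38), CASP8 (0.65), SCN3B (0.57), HUNK (-0.48) and BCKDHA (-0.66) in SJCRH30 and of ATP1B1 (0.50) and ID3 (-0.57) in NCI-H520.

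Lines also differed in the shifts of their lists, with opposite calls for 2 lists between NCI-H520 and SJCRH30, 3 between NCI-H520 and Rh41 and 3 between SJCRH30 and Rh41. With an estimated correlation only the G1/S list, between NCI-H520 and Rh41, was called on both sides. The differences come from a joint fit of all arrays, with more residual degrees of freedom than the fit of a single line. A difference can therefore pass that test where neither side does. Differences against Rh41 span both value scales, so that their sizes are not comparable. Replication fork genes were higher in resistant NCI-H520 and SJCRH30 cells (calls lost with an estimated correlation, adjusted p = 0.103 and 0.248) and lower in resistant Rh41 cells, and the test of the difference passed against Rh41 for both NCI-H520 (difference of medians 1.75, adjusted p = 9.46e-31, and adjusted p = 0.000564 with an estimated correlation) and SJCRH30 (0.66, adjusted p = 1.33e-08, and adjusted p = 0.0497 with an estimated correlation). The G2/M list differed between NCI-H520 and both SJCRH30 (1.58, adjusted p = 1.78e-22) and Rh41 (1.57, adjusted p = 3.95e-28). Interferon-stimulated genes shifted up more in Rh41 than in NCI-H520 (difference -1.10, adjusted p = 3.54e-10) or SJCRH30 (-1.29, adjusted p = 8.29e-17), although on a narrower scale. Skeletal muscle genes differed between SJCRH30 and Rh41 (-0.51, adjusted p = 3.59e-07), and hypoxia genes between NCI-H520 and SJCRH30 (0.93, adjusted p = 0.000544). In all, 27 of 78 combinations of list and line pair differed, 9 between NCI-H520 and SJCRH30, 10 between NCI-H520 and Rh41 and 8 between SJCRH30 and Rh41; 7, 9 and 4 did so with an estimated correlation, and 30 of 78 differed with the Rh41 values mapped by rank onto the distribution of the other arrays, an alternative chosen after the data were seen. Single genes also went opposite ways: NID1 and LGR5 rose in SJCRH30 and fell in Rh41, a difference that was not tested.

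**Figure D3:**
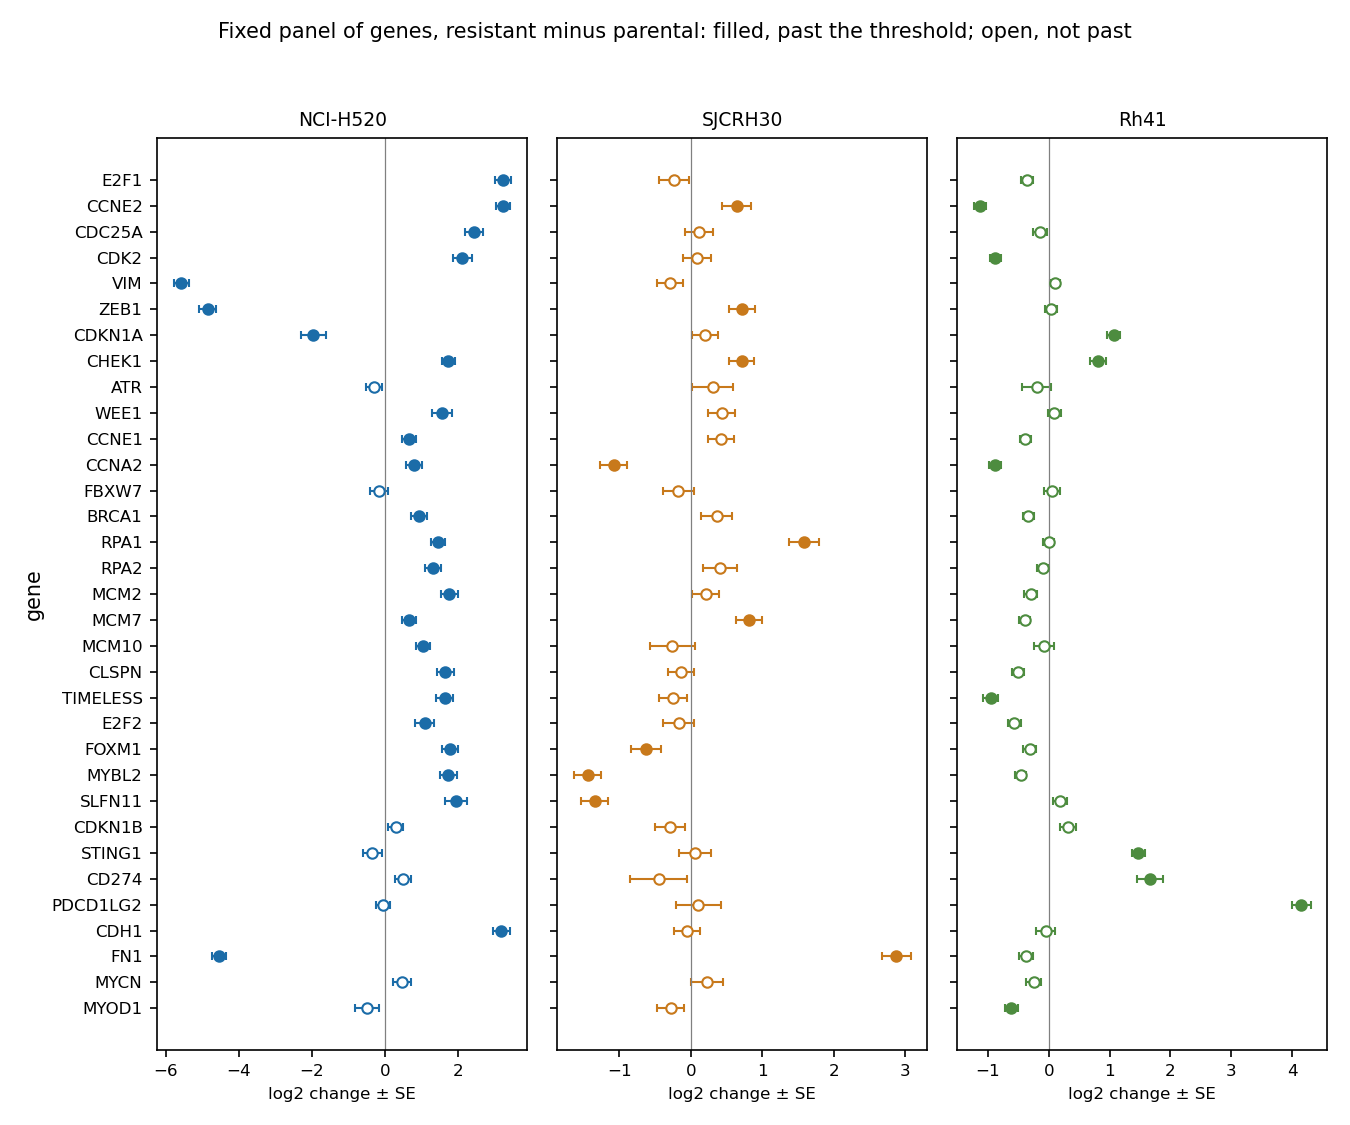
Log2 change, resistant minus parental, with its SE, of 33 panel genes in NCI-H520, SJCRH30 (3 against 3 arrays each) and Rh41 (5 against 3); filled circles passed the threshold, and each panel has its own axis. CHEK1 rose in all 3 lines (1.75, 0.71 and 0.81), and FN1 had -4.54 in NCI-H520 and 2.88 in SJCRH30.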

Values the study reported

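The paper reports that 1,999 genes were higher by more than 1.5-fold and 2,052 were lower by more than 1.5-fold in resistant NCI-H520 cells, at an FDR under 0.05. It gives an IC50 of prexasertib of 0.011 μM for parental and 4.7 μM for resistant NCI-H520 cells. For the SJCRH30 lines, which it calls SJC-Rh30, it gives 0.0047 μM for the line from a control animal and 0.37 μM for the line from a drug-treated animal. For Rh41 it describes 5 cultures kept in DMSO and 5 cultures kept in prexasertib over 6 weeks.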

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

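The tests of a share of cycling cells, of leukocytes and of a swap of arrays were chosen only after the results they address had been seen, as was the exchange of value scales as an alternative.

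Fewer genes passed the threshold in Rh41 (1554) than in NCI-H520 (3545) or SJCRH30 (3313). With the Rh41 values mapped by rank onto the distribution of the other arrays, 3498 genes passed in Rh41, and with the other arrays mapped onto the Rh41 distribution 1668 passed in NCI-H520 and 1163 in SJCRH30. A wider scale enlarges changes against a fixed fold threshold, so a move in this direction was close to given by the mapping. The narrower scale of the Rh41 values is a candidate explanation for the smaller count, and the count of 1554 is no measure of a milder change in these cells. Without a fold threshold 3629 genes passed in Rh41, 3585 in NCI-H520 and 3365 in SJCRH30, so the smaller count arose at the fold threshold. Rh41 had more arrays and a median SE of 0.126 on its scale, against 0.213 in NCI-H520 and 0.210 in SJCRH30. Like counts thus do not show a like extent of change. The way each line became resistant was not tested and stays open.

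Replication genes were higher in resistant NCI-H520 cells and lower in resistant Rh41 cells: the difference of medians was 1.75 for the replication fork list (adjusted p = 9.46e-31) and 1.73 for the G1/S E2F regulators (adjusted p = 1.21e-20), with 3 of 3 NCI-H520 and 5 of 5 Rh41 resistant arrays on their side of all parental arrays. The fork call in NCI-H520 was lost with an estimated correlation (adjusted p = 0.103), whereas the other 3 of these calls were not. Full separation of the arrays was also seen in lists that were not called. A lower share of cycling cells in the Rh41 cultures would lower the G2/M genes along with the fork genes, but the median G2/M change was 0.229 of the fork change, which argues against it as the whole cause. That ratio is loose: without 1 array the G2/M median ran from -0.124 to -0.0315 and the fork median from -0.316 to -0.296. In Rh41 the fork mean minus the G2/M mean was -0.668 ± 0.028 (SD, n = 3) in parental and -0.908 ± 0.030 (SD, n = 5) in resistant arrays (exact permutation p = 0.0179, two-sided, the smallest that 56 splits can give). Both list shifts had been seen before this measure was chosen, so that p adds no independent support. In NCI-H520 the ratio was 1.04, so a higher share of cycling cells there may account for the rise and stays open beside a change per cell, which was not tested. The value scale changes the size of these differences and not the direction of either list.

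NID1, LAPTM5 and ERVW-1 had the 3 largest rises in SJCRH30, at 8.19, 6.92 and 5.997. LAPTM5 is a gene of blood cells, but the other 22 measured leukocyte genes had a median change of -0.0028 (SE over genes 0.0729), with FCER1G at 0.66 and ITGB2 at -0.81 the only ones past the threshold (calls lost in 5 and 4 of 6 repeats without 1 array, and with value scales exchanged). The host of the xenograft was a mouse and the probes are human, so leukocytes of the host need not show in these genes. For LAPTM5 their carry-over was thus not told apart from a change in the cells themselves. LAPTM5 also rose in Rh41, whose resistant cultures the paper describes as raised in vitro, without a host. NID1 and ERVW-1 are not in the leukocyte list, so this test does not address them. The lowest correlation of a resistant with a parental SJCRH30 array was 0.971 and the highest with another line 0.873, which argues against a swap with a line of this series. A difference between the tumours from which the lines were grown may remain as the source, and was not tested.

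Further differences between lines stood out because a list passed with opposite signs in a pair of lines and the difference passed its own test. In each of these lists all resistant arrays lay beyond all parental arrays in the direction given, as they also did in lists that were not called. The medians of Rh41 lie on a narrower scale. The mesenchymal list differed by -0.56 between NCI-H520 and SJCRH30 (adjusted p = 1.71e-06, and adjusted p = 0.00585 with an estimated correlation), but neither the fall in NCI-H520 nor the rise in SJCRH30 was called with an estimated correlation (adjusted p = 0.132 and 0.432). Its call in SJCRH30 was also lost with the low-signal filter (median 0.05, adjusted p = 0.136), a replicate block (0.13, adjusted p = 0.0625), value scales exchanged (0.06, adjusted p = 0.0774), and without parental replicate 2 (0.11) or 3 (0.10) or resistant replicate 1 (0.14), against 1.25e-06 to 0.432 over its alternatives. The oxidative phosphorylation list differed by 0.49 between NCI-H520 and SJCRH30 (adjusted p = 0.000207, and adjusted p = 0.203 with an estimated correlation) and by -0.29 between SJCRH30 and Rh41 (adjusted p = 7.35e-05, and adjusted p = 0.181 with an estimated correlation). The DNA repair list differed by 1.12 between NCI-H520 and Rh41 (adjusted p = 2.51e-10, and adjusted p = 0.00260 with an estimated correlation) and by 0.39 between SJCRH30 and Rh41 (adjusted p = 0.000270, and adjusted p = 0.0626 with an estimated correlation). The replication fork list differed by 0.66 between SJCRH30 and Rh41. With an estimated correlation the oxidative phosphorylation and DNA repair lists were called in none of the 3 lines, and the fork list only in Rh41.

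In the panel, NCI-H520 and SJCRH30 changed in opposite directions, with tested differences of log2 changes of 1.89 for CCNA2, 2.41 for FOXM1, a mitotic transcription factor, 3.19 for MYBL2, 3.31 for SLFN11, -5.57 for ZEB1 and -7.41 for FN1 (adjusted p = 1.02e-07 or less). The SJCRH30 fall of FOXM1 (-0.63) lost its call in 5 of 6 repeats without 1 array (-0.76 to -0.47). The NCI-H520 rise of CCNA2 (0.81) lost its call without parental replicate 2 (0.67), parental replicate 3 (0.76) or resistant replicate 2 (0.74), and the SJCRH30 rise of ZEB1 (0.71) without parental replicate 2 (0.61). NCI-H520 and Rh41 differed by 3.00 for CDK2, 4.36 for CCNE2, 1.69 for CCNA2, 2.60 for TIMELESS and -3.03 for CDKN1A (adjusted p = 2.53e-07 or less). SJCRH30 and Rh41 differed by 1.77 for CCNE2 (adjusted p = 8.93e-08), whose SJCRH30 rise (0.65) lost its call in 5 of 6 repeats without 1 array (0.53 to 0.78).

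Among the 5 resistant Rh41 arrays, 109 genes and 26 list means were searched for an array far from the others, and 7 were found, about the 6.75 that chance gives at 1 in 20, so no single one can be set apart from chance. MYBPH was 10.1 in replicate 1 and at most 9.59 in the others. TGFBI was 6.03 in replicate 2 and at least 6.24 in the others. CDK2 was 9.16 in replicate 1 and at most 9.01 in the others. ERVW-1 was 10.1 in replicate 5 and at most 9.81 in the others. STING1 was 8.03 in replicate 2 and at least 8.30 in the others. FN1 was 9.92 in replicate 1 and at least 10.3 in the others. The mean of the p53 target list was 6.63 in replicate 3 and at most 6.58 in the others.

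Transcript clusters with no gene symbol or with several, which the tests by gene left out, also changed: 483 of 3739 (12.9%) in NCI-H520, 446 (11.9%) in SJCRH30 and 192 (5.14%) in Rh41.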

How the results depend on the processing

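The exchange of value scales, the counts over all clusters and the repeats of the list differences without 1 array were chosen only after the data were seen. No call was reversed: of 4970 values of named genes over all alternatives 4737 kept their call, 218 lost it and 15 gained one, and of 1377 values of lists 1278 kept it, 45 lost it and 54 gained one. The median of a list took the other sign in 73 of those 1377 values, 2 of them of a called list: the NF-kB and TNF response list in Rh41 (0.0197) had -0.017 without parental replicate 1 and -0.0021 without resistant replicate 2, where the test still called it higher. With adjusted p alone, by construction, more genes passed: 2001 rose and 1628 fell in Rh41, and 50 rose and 41 fell in all 3 lines. With a 2-fold threshold, by construction, fewer passed: 1020 rose and 891 fell in NCI-H520, 689 and 718 in SJCRH30, 352 and 110 in Rh41, and 6 and 1 in all 3 lines. The share of rises among changed genes in Rh41 was 64.9%, 55.1% with adjusted p alone, 76.2% at 2-fold and 55.0% with value scales exchanged. With value scales exchanged, 895 rose and 773 fell in NCI-H520, 579 and 584 in SJCRH30, 1923 and 1575 in Rh41, and 8 and 3 in all 3 lines, since a wider scale gives larger changes. That exchange ended 58 calls of named genes, among them, besides the shared genes, ATM (-0.55), RAD50 (-0.58) and CCNA2 (0.44) in NCI-H520 and KLHL41 (0.96), SDHC (0.52), ZEB1 (0.36), CCNE2 (0.35), FOXM1 (-0.34), CCNA2 (-0.58), FCER1G (1.10) and ITGB2 (-0.57) in SJCRH30, and it added 8. Among the calls ended by 1 fit of all arrays were those of MYOD1 (-0.62) and ERVW-1 (-0.71) in Rh41. With all clusters 1943 rose and 1956 fell in NCI-H520, 1814 and 1773 in SJCRH30, and 1119 and 620 in Rh41.

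With an estimated correlation 4 lists were called in NCI-H520, 0 in SJCRH30 and 4 in Rh41. The fork list lost its call in NCI-H520 (median 1.45, adjusted p = 0.103) and SJCRH30 (0.36, adjusted p = 0.248). So did the interferon-stimulated list in Rh41 (1.31, adjusted p = 0.0735). The size of the estimate alone does not account for such losses, since the unadjusted camera p also rose for called lists with an estimate below the preset correlation. It rose from 8.89e-08 to 0.00430 for the ATR-CHK1 checkpoint list in NCI-H520 (estimate -0.0233). In Rh41 it rose from 2.64e-09 to 0.000441 for the fork list (0.0016) and from 5.08e-07 to 0.00142 for the G1/S list (-0.015). With an estimated correlation camera uses the residual degrees of freedom of the fit, which few arrays keep low. With a preset correlation it uses degrees of freedom set by the number of genes. Part of the rise in p thus comes from the number of arrays. A lost call is therefore not by itself evidence that the genes of a list vary together. With fry, which asks whether a list's genes move one way on balance and compares them with no other genes, 16, 14 and 19 lists were called. Among the lists it added were the interferon-stimulated list in NCI-H520 (0.22, adjusted p = 0.0188) and the G2/M list in SJCRH30 (-0.076, adjusted p = 0.0176) and Rh41 (-0.070, adjusted p = 0.0160). With a replicate block 6 lists were called in Rh41, and the cause was not tested. Deviations from the group mean gave no sign of pairing in Rh41, where they correlated at -0.178 to 0.277 between arrays of the same number. In SJCRH30 these correlations were 0.117, -0.0147 and 0.0184. In NCI-H520 they were 0.0832, 0.107 and 0.0443, against at most 0.0379 between arrays of different numbers, so weak pairing is not excluded there.

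Leaving out each array in turn gave 1486 to 1586 rises and 1358 to 1569 falls in NCI-H520, 1240 to 1407 and 1169 to 1406 in SJCRH30, 924 to 1206 and 524 to 674 in Rh41, and 24 to 33 and 13 to 20 in all 3 lines. It gave 7 to 11, 4 to 5 and 8 to 10 lists, and 25 to 28 list differences. Among clusters with a mean log2 of at least 5, 336 of 336 values of named genes kept their call, which says nothing of the named genes that the filter removed or of those with only 1 group at low signal. Of 77 list values 69 kept theirs, 3 lost it and 5 gained one.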

Other observations

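The 50-gene windows named below and the count of interferon-stimulated genes in them were chosen only after their values had been seen; the splits of the arrays and the correlation of neighbouring genes were planned.

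Genes of drug handling moved in NCI-H520 in both directions without passing as a list: 11 of 26 drug efflux and detoxification genes rose and 6 fell (12 and 6 adjusted over the list alone; median 0.44, adjusted p = 0.0532). CES1, a carboxylesterase, rose by 4.54 (SE 0.26) and ALDH1L1, a folate enzyme, by 3.23, while AKR1C2, an aldo-keto reductase, fell by 2.89 and the efflux transporter ABCC5 by 1.95. In SJCRH30 2 rose and 4 fell (median -0.0011, adjusted p = 0.822), with NQO1 at 1.60 and AKR1C3 at -1.93, and in Rh41 4 rose and 1 fell (median 0.04, adjusted p = 0.238), with AKR1C3 at 2.11 and ABCC4 at -1.22. Their counts adjusted over the list alone were 2 rises and 4 falls in SJCRH30 and 4 rises and 2 falls in Rh41. Hypoxia and glycolysis genes did not pass in NCI-H520, with 7 of 24 rising and 5 falling (median 0.43, adjusted p = 0.0532): NDRG1 rose by 3.83, and PFKFB3 and VEGFA fell by 2.57 and 1.26. In Rh41 4 rose and 1 fell (median -0.0004, mean 0.14, adjusted p = 0.451), with the glucose transporter SLC2A3 at 2.29. Both counts were the same adjusted over the list alone. In NCI-H520 the drug handling list gained a call without parental replicate 2 (median 0.54, adjusted p = 0.0472), parental replicate 3 (0.39, adjusted p = 0.0453) or resistant replicate 1 (0.49, adjusted p = 0.0417), and the hypoxia list without parental replicate 3 (0.44, adjusted p = 0.0470) or resistant replicate 3 (0.46, adjusted p = 0.0472), against 0.00135 to 0.343 and 0.00443 to 0.257 over their alternatives. The drug handling list also passed in NCI-H520 with cameraPR (0.0128) and fry (0.00135), and the hypoxia list with 1 fit of all arrays (0.0435), an intensity trend (0.0214) and fry (0.00443); in Rh41 both passed with fry alone (0.00536 and 0.000747).

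Immune genes of the other lines and p53 genes did not pass as lists, but several passed under an alternative. In NCI-H520 the MHC class I list passed with the low-signal filter (median 0.74, adjusted p = 0.0273), 1 fit of all arrays (adjusted p = 0.0443), an intensity trend (0.0214) and fry (0.00359), the NF-kB and TNF response list with that filter (median 0.29, adjusted p = 0.0240), cameraPR (0.0472) and fry (0.00325), and the nucleic acid sensing list with fry (0.0449, against 0.0449 to 0.397 over its alternatives). In SJCRH30 the MHC class I list passed with fry (0.00864, against 0.00864 to 0.461). MHC class I genes in NCI-H520 had 7 of 18 rising and 1 falling (median 0.32, adjusted p = 0.0532), with B2M, the light chain of the complex, at 1.91 (a call gained without parental replicate 3, adjusted p = 0.0378, against 0.00359 to 0.248 over its alternatives), and in SJCRH30 2 rising and 0 falling (median 0.06, adjusted p = 0.334). NF-kB and TNF response genes had 7 of 32 rising and 1 falling in NCI-H520 (median 0.17, adjusted p = 0.0532), with IER3 at 3.37 (a call gained without resistant replicate 1, adjusted p = 0.0394, against 0.00325 to 0.248), and 4 rising and 4 falling in SJCRH30 (median 0.06, adjusted p = 0.650). Nucleic acid sensing genes had 3 of 26 rising and 7 falling in NCI-H520 (median -0.14, adjusted p = 0.219), with the DNA sensor IFI16 at -2.06, and 2 rising and 4 falling in SJCRH30 (median 0.04, adjusted p = 0.955), with IFI16 at 2.86. Checkpoint ligands had 4 of 21 rising and 1 falling in NCI-H520 (5 and 2 adjusted over the list alone; median 0.22, adjusted p = 0.588) and 0 rising and 2 falling in SJCRH30 (0 and 1; median -0.12, adjusted p = 0.278). Targets of p53 had 1 of 25 rising and 7 falling in NCI-H520 (2 and 7 adjusted over the list alone; median 0.12, mean -0.10, adjusted p = 0.822), with CCNG1 at -1.80, 5 and 4 in SJCRH30 (median 0.02, adjusted p = 0.823), with GADD45A at 1.41, and 3 and 1 in Rh41 (median 0.06, adjusted p = 0.763), with CDKN1A at 1.07 and MDM2 at -0.76. The counts not followed by another were the same adjusted over the list alone.

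Lists of other cell types and lineages did not pass, although some did under an alternative. With the low-signal filter the squamous list (median 0.61, adjusted p = 0.0342, against 0.0187 to 0.403 over its alternatives) and the neuroendocrine and neuronal list (-0.71, adjusted p = 0.0288, against 0.000485 to 0.292) passed in NCI-H520, and the endothelial list (0.08, adjusted p = 0.0288) in Rh41. With cameraPR the neuroendocrine list (adjusted p = 0.00225) and the Rh41 endothelial list (0.01004) passed, and the latter also passed with 1 fit of all arrays (0.0282) and an intensity trend (0.0411). With fry these 3 lists passed, as did the leukocyte (0.0438, against 0.0438 to 0.956) and fibroblast (0.0162, against 0.0162 to 0.714) lists in SJCRH30 and the mesenchymal list in Rh41 (0.00744, against 0.00744 to 0.507). Leukocyte genes had 1 rise and 0 falls of 23 in NCI-H520 (median 0.04, adjusted p = 0.698), 2 and 1 in SJCRH30 (0.01, adjusted p = 0.742), and 2 and 0 in Rh41 (median -0.14, mean 0.04, adjusted p = 0.695), where LAPTM5 rose by 2.86. Endothelial genes had 0 rises and 1 fall of 16 in NCI-H520 (-0.03, adjusted p = 0.790), 0 and 0 in SJCRH30 (0.04, adjusted p = 0.926), and 4 and 0 in Rh41 (0.05, adjusted p = 0.0532), with ENG and TEK at 2.35 and 1.71; the Rh41 list gained a call without parental replicate 1 (0.15, adjusted p = 0.0332) or 2 (0.08, adjusted p = 0.0294) or resistant replicate 3 (0.04, adjusted p = 0.0390), against 8.08e-05 to 0.206 over its alternatives, and its median was -0.0152 without parental replicate 3. Fibroblast and stroma genes had 3 rises and 0 falls of 18 in NCI-H520 (0.03, adjusted p = 0.679), 1 and 3 in SJCRH30 (-0.05, adjusted p = 0.548), with THY1 at 2.71 and C7 at -2.13, and 2 and 1 in Rh41 (median -0.01, mean 0.02, adjusted p = 0.822), with PDGFRA at -1.55. Neuroendocrine and neuronal genes had 0 rises and 3 falls of 17 in NCI-H520 (-0.12, adjusted p = 0.113), with NCAM1 at -1.76, 1 and 2 in SJCRH30 (median -0.01, mean 0.0029, adjusted p = 0.919) and 2 and 1 in Rh41 (0.11, adjusted p = 0.650). Squamous genes had 4 rises and 0 falls of 21 in NCI-H520 (0.13, adjusted p = 0.210, and -0.0085 without resistant replicate 3), with PERP at 2.05, 0 and 1 in SJCRH30 (median 0.04, mean -0.02, adjusted p = 0.926) and 1 and 1 in Rh41 (median -0.06, mean 0.02, adjusted p = 0.857), with S100A2 at 2.22. Epithelial genes had 2 rises and 4 falls of 31 in SJCRH30 (median 0.0061, mean -0.14, adjusted p = 0.620), with OCLN, which encodes occludin, at -2.31, and 5 and 0 in Rh41 (median -0.02, mean 0.08, adjusted p = 0.742). Mesenchymal genes had 7 rises and 1 fall of 30 in Rh41 (0.05, adjusted p = 0.342), with TGFBI at 2.82.

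Skeletal muscle genes had 2 rises and 0 falls of 35 in NCI-H520 (median 0.09, adjusted p = 0.695). PAX3-FOXO1 targets had 3 rises and 3 falls of 25 in NCI-H520 (median 0.0001, mean -0.09, adjusted p = 0.822) and 6 and 3 in SJCRH30 (median 0.01, mean -0.21, adjusted p = 0.926), with PODXL at 1.98 and NELL1 at -3.90. MYC targets and ribosome biogenesis genes had 0 rises and 3 falls of 22 in NCI-H520 (-0.07, adjusted p = 0.790), 5 and 1 in SJCRH30 (0.08, adjusted p = 0.322) and 0 and 0 in Rh41 (-0.06, adjusted p = 0.393). Retroviral envelope genes had 0 rises and 1 fall of 6 in NCI-H520 (-0.05, adjusted p = 0.620), 1 and 0 in SJCRH30 (median -0.13, mean 0.91, adjusted p = 0.620), where ERVW-1 rose, and 0 and 1 in Rh41 (-0.07, adjusted p = 0.620), where ERVW-1 fell by 0.71. The retroviral list passed with cameraPR in SJCRH30 (adjusted p = 0.0210, against 0.0188 to 0.860 over its alternatives) and with fry in NCI-H520 (0.00439), SJCRH30 (0.0188) and Rh41 (0.0326), and the MYC list with fry in SJCRH30 (0.0286) and Rh41 (0.00312). Cancer-testis genes had 1 rise and 1 fall of 26 in NCI-H520 (0.07, adjusted p = 0.822), with PRAME at -1.99, 1 and 0 in SJCRH30 (0.04, adjusted p = 0.926), with MAGEC1 at 2.54, and 0 and 0 in Rh41 (median -0.14, adjusted p = 0.602). Adjusted over the list alone, the rises and falls of this and the paragraph before it were the same except in NCI-H520, with 0 leukocyte, 1 fibroblast and 1 muscle gene rising and 0 endothelial and 2 MYC genes falling, and in SJCRH30, with 1 leukocyte and 6 MYC genes rising.

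A hypothesis tested on the same data is that neighbouring genes share a change, as a gained or lost chromosome segment would give. The correlation of log2 changes between genes 10 to 30 places apart on a chromosome was 0.0727 in NCI-H520, 0.149 in SJCRH30 and 0.0842 in Rh41, against at most 0.0053, 0.0052 and 0.0047 in 1000 shuffles of genes. In NCI-H520 the 50 genes from S1PR3 to ZNF782 had a mean change of 1.27, with 35 rising and 0 falling, and those from IER3IP1 to PMAIP1 a mean of -1.02, with 28 falling and 2 rising. In SJCRH30 the 50 genes from HERPUD1 to CA7 had a mean of 0.65, with 22 rising and 0 falling, and those from ZNF491 to STX10 a mean of -0.88, with 32 falling. In Rh41 the 50 genes from AK5 to GBP5 had a mean of 0.61 and a median of 0.27, with 11 rising and 1 falling, and those from DTX3 to MDM2 a mean of -0.53, with 23 falling and 0 rising. The Rh41 window from AK5 to GBP5 holds 8 interferon-stimulated or GBP genes, of which 6 rose; the other 42 had a mean of 0.30, with 5 rising and 1 falling, so interferon-stimulated genes carry much of its rise. Gained or lost segments may therefore underlie part of the changes in each line; shared regulation of neighbours, which would give the same correlation, was not separated from it.

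Other splits of the same arrays were fitted in the same way. In NCI-H520 and SJCRH30 there are 10 splits each, too few for a share under 0.05: 3545 and 3313 genes changed in the real split and 0 at most in another, and 8 and 5 lists shifted against at most 8 and 3 in another, with 2 and 1 splits giving as many lists. In Rh41 1 of 56 splits, the real one, gave as many as 1554 genes and the highest other gave 0. Every other split mixed parental with resistant arrays, which widens the spread within groups, so that 0 does not show what chance would give. For the Rh41 lists 4 of 56 splits gave as many as 10, and the highest other gave 10. Chance is not excluded by this, but the other splits do not measure it either. They divide parental and resistant arrays unequally and so keep part of the real difference. For the 50 genes changed the same way in all 3 lines the splits decide nothing: 1 of 100 drawn splits, the real one, gave as many and the highest other gave 0, but as every other split of each line gave 0 genes, no other outcome was possible. For the 27 list differences 2 of 100 splits gave as many, the real one among them. Chance is not excluded by that share, since the highest other split gave 30 and the other splits had a median of 13. Medians of the other splits for the lists of single lines were 4 in NCI-H520, 0 in SJCRH30 and 2 in Rh41. List calls and differences in the other splits may carry part of the real shifts. They therefore do not show how many any grouping would give.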
